A study of Mus musculus with 60 samples. Its data were reported in "Novel drug-regulated transcriptional networks in brain reveal pharmacological properties of psychotropic drugs" (2013).

How the data were processed

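RNA from mouse striatum was hybridised to Illumina whole-genome arrays, and all 60 arrays of the series were used. The labels give 5 conditions (naive, saline, imipramine, fluoxetine and tianeptine) at 4 times with 3 arrays each. RNA of 2 mice was pooled for each array according to the study's methods, so that the spread between arrays includes differences between pools of mice. The study's further drugs and arrays were not analysed here. The 60 arrays lay on 10 chips of 6, as their identifiers show. No chip held same-time arrays of both imipramine and saline, both tianeptine and saline, or both tianeptine and fluoxetine. Single-time differences in those comparisons therefore lie between chips, as do those of naive mice at 4 or 8 h from 1 h.

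The main values were the deposited non-normalised signals, which are on a log2 scale as deposited, with no normalisation between arrays, made by the authors from scanner signals with the beadarray package. The study's methods name a subtraction of background ahead of normalisation, but whether it was applied to this table is not stated. Its values were all above 0. The deposited series matrix holds log2 values that the authors quantile normalised. Its array medians were 7.72, and it served as an alternative. All deposited signal columns were read, and 0 were left unused. Detection values were not used here, so that signal over background is unknown.

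The deposited log2 signals were quantile normalised between arrays, which gave a common median of 7.57, and all 45281 probes entered every test. A linear model with a mean for each of the 20 groups was fitted in limma 3.58.1 (R 4.3.3, statmod 1.5.0). Chip entered as a random block with a consensus correlation of 0.201, in place of the authors' standardisation of hybridisation batches. Variances were moderated by empirical Bayes with 9.86 prior and 40 residual degrees of freedom. P-values were 2-sided and adjusted by Benjamini-Hochberg within each comparison, with a threshold of 0.05. Moderated F tests covered condition, time, their interaction, time in naive mice and each drug's change over time. Moderated contrasts covered saline against naive, each drug against saline and each pair of drugs, at each time and averaged over the 4 times. Confidence intervals were 95%.

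Of the probes, 34885 carried 1 gene symbol, 18 several and 10378 none, and 34807 matched a gene identifier in the annotation of assembly GRCm38.p6, which was used for names and for no coordinates. Probes without a name stay unnamed. Where a gene had several probes, the brightest of those that passed was reported, or the brightest of all.

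The 24 gene lists were fixed before the data were examined, as were the design, the named-gene rule and most alternatives. They covered immediate early, glucocorticoid-responsive, core clock, heat shock, cold-inducible, cholesterol synthesis, integrated stress response, inflammation, PPAR, mTOR pathway, MAP kinase phosphatase and drug target genes, markers of striatal and other cell types, and the study's networks α, β and γ. The networks are not independent evidence, since the study chose them on samples that include these. Other lists share members as well. Dusp1, Dusp5 and Dusp6 are both immediate early and MAP kinase phosphatase genes. The glucocorticoid-responsive list shares Pdk4, Angptl4 and Plin4 with the PPAR list, and Nfkbia and Lcn2 with the inflammation list. Lists were tested with camera at a preset correlation of 0.01, which takes little account of how strongly members move together. For that reason the p with an estimated correlation is given where it decides a call. Adjustment ran over the 24 lists and the 12 drug, 4 injection or 3 naive comparisons. Lists on averaged differences and on differences between drugs were added after the data were seen, each as its own family.

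Genes were named by a rule. For each drug and for saline, it took up to 10 higher and 10 lower genes past the threshold at a time. For condition it took the 10 smallest p, for time in naive mice those past the threshold, and elsewhere the 3 smallest p as not passing. It also took the genes that the study uses as examples, 16 of which had a named probe. Genes called on averages or between drugs, and those named for time over all conditions, were chosen after their values were seen. List members named as examples were chosen by their p.

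The pipeline was tested on simulated data with the real design, in which 200 of 45281 probes were changed. For tianeptine against saline at 2 h it recovered 53% of the changes of 0.5 and 98% of those of 1 log2 unit, with 8 false calls. For the average over times it recovered 70% of those of 0.25 and 99% of those of 0.5, with 7 false calls. The adjustment is looser when more probes change. These shares thus hold for 200 changed probes and would be lower where fewer change. In the real comparison at 2 h, 2 probes passed. A count of 0 therefore does not show that no probe changed by 1 log2 unit. A simulated shift of 0.15 in network α was called, and of 16 lists without its probes 0 were called.

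Alternatives changed the offset, the normalisation, the filter on dim probes, the handling of chip, the variance model, the arrays in the fit, the table, the control and the test, and left out each array in turn. The study's selection score was computed from its printed formula, with a threshold of 10, but the formula leaves the scale of its terms open. Nearly all probes exceeded 10 here, whereas the study picked its top transcripts above a far lower score. These values are therefore not the study's score. The replicate numbers of the labels were tested for pairing. In 17 of 40 pairs of groups at the same time, arrays of equal number had residuals correlated above 0.1 in every case. The median correlation was 0.218 for equal and -0.122 for unequal numbers, against 0.451 on the same and -0.098 on different chips. The numbers were therefore not used to pair arrays, and a replicate block is given as an alternative only. The figures were drawn in Python 3.11.15 with matplotlib 3.10.9.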

Results

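Gene expression was measured in the striatum of mice killed at 1, 2, 4 and 8 h from 1 antidepressant injection. The drugs were imipramine, a tricyclic, at 10 mg/kg, and fluoxetine, a serotonin reuptake inhibitor, and tianeptine, an atypical antidepressant, at 20 mg/kg each. Saline-injected and naive mice served as the controls at each time. The 60 arrays fell into 20 groups of 3, and each array held pooled RNA of 2 mice. The deposited signals were on a log2 scale with array medians of 6.71 to 8.76 before normalisation, and detection values were not used here. The first principal component held 28.9% of the variance and followed the chip (R² = 0.985), the second held 9.81% and did the same (R² = 0.968), and the third held 3.15% and followed time most closely (R² = 0.486). Arrays of 1 group correlated with each other at r = 0.978 to 0.993, and no pair of arrays held identical values. The number of arrays limits the precision: the median SE of a difference was 0.12 log2 units between groups of 3 and 0.056 between averages over the 4 times.

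The question asked across all conditions was which transcripts differed between the 5 conditions at all. Activity-regulated transcription factors led the answer. Fosl2, an AP-1 subunit, had the smallest p (adjusted p = 1.81e-09), followed by its relative Fosb (5.09e-09) and by Egr2, a zinc-finger factor induced by neuronal activity (1.17e-08). Plin4, a lipid-droplet coat protein, Tsc22d3, a glucocorticoid-induced leucine zipper protein, and Cirbp, an RNA-binding protein induced by mild cold, were also among the 10 probes with the smallest p, with Amer2, Npas4, Fos and 1 probe without a gene name (ILMN_2486012). By limma's moderated F test, 139 probes of 121 genes differed between conditions at an adjusted p under 0.05, and 29 passed a Bonferroni adjustment. The highest of the 5 condition means was that of tianeptine for 92 of the 139 probes, and the lowest was that of naive mice for 85. Among the lists fixed beforehand, 15 of 34 immediate early genes and 13 of 25 glucocorticoid-responsive genes were among the 139, and 20 and 21 passed when adjusted over the list alone. No member of the lists for core clock, cholesterol synthesis, inflammation, mTOR pathway or drug target genes was among the 139, and 4, 0, 4, 2 and 0 of them passed when adjusted over the list alone. Without the naive mice the count was 22, and without the first tianeptine array at 4 h it was 91. It was also far lower without a chip block, for z-scores within each chip and by a plain analysis of variance. With chip as a fixed block and among brighter probes it was higher. The counts are given below.

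Injection itself, saline against naive, raised immediate early genes, which switch on within minutes of synaptic activity. At 1 h Egr2 was higher by 1.40 ± 0.21 log2 units (SE, n = 3 arrays per group, adjusted p = 0.00119) and Fosl2 by 0.90 ± 0.14 (adjusted p = 0.0022). Egr1 (0.77, adjusted p = 0.0453), Fosb (0.63, 0.0457) and Bud23, a methyltransferase of ribosomal RNA (0.44, 0.0471; 0.14 and 0.11 by its other probes, 0.906 and 0.947), completed the 5 probes that passed, each higher in 3 of 3 saline arrays than the naive mean. Egr2 and Fosl2 held with chip as a random or fixed block, with none and with a replicate block, but 0 probes passed for z-scores within each chip or from the compared groups alone. With a replicate block and the random chip block 3 probes passed, without Fosb and Bud23 (adjusted p = 0.0674 for each), and without a chip block 2 passed, without Egr1 as well (0.336). Arc, a synaptic scaffold protein, stood at 1.26 ± 0.29 and Fos at 0.83 ± 0.22, but neither passed over all probes (adjusted p = 0.240 and 0.335, each higher in 3 of 3 arrays). As a group, 28 of 34 immediate early genes had positive differences at 1 h with a median of 0.27 (camera adjusted p = 1.38e-20), and 16 passed when adjusted over the list alone. The MAP kinase phosphatases, feedback inhibitors of that pathway, had a median of 0.14, with Dusp6 (0.62), Dusp4 (0.50) and Dusp14 (0.59) among the 5 of 11 that passed when adjusted over the list alone. Both calls held with an estimated correlation (adjusted p = 3.84e-04 and 0.0353), but the lists share genes and are not separate evidence. Cortical neuron markers also stood higher in the saline mice at 1 h, with a median of 0.57, and lower at 2 h, with a median of -0.49 (adjusted p = 0.328 with an estimated correlation for each). The 1 h value rests on 1 array, as it was 0.09 without the third naive array. With the cortical score of each array as a covariate, the mean shift of the immediate early genes at 1 h was 0.35 ± 0.066, against 0.38 ± 0.062 without it.

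Averaged over the 4 times, saline exceeded naive for Fosb (0.36, adjusted p = 0.00545, higher in 10 of 12 saline arrays), Fosl2 (0.40, 0.0124, 10 of 12), Egr2 (0.54, 0.0368, 9 of 12) and the unnamed probe ILMN_2486012 (0.44, 0.0235, 11 of 12). The average of Egr2 includes the difference of 1.40 at 1 h and does not stand for each time. The glucocorticoid-responsive genes, targets of the stress hormone receptor, had a median of 0.15 with 22 of 25 positive (adjusted p = 0.0168 with an estimated correlation), and 10 passed when adjusted over the list alone. Tsc22d3 stood at 0.32 ± 0.07 and Cdkn1a, a cell-cycle inhibitor, at 0.28 ± 0.09, without passing over all probes (adjusted p = 0.118 and 0.664, each higher in 11 of 12 arrays). Other probes stood at 0.37 and 0.14 for Tsc22d3 and at 0.20 and 0.04 for Cdkn1a. Inflammation genes had a median of 0.09 with 13 of 19 positive (0.0241 with an estimated correlation), and 1 passed when adjusted over the list alone. S100a8 (0.43) and S100a9 (0.30), which neutrophils secrete, led the list, but S100a9 lay near the common median of 7.57. Oligodendrocyte markers had a median of -0.06, with 2 of 13 positive (0.0322), and Opalin, a myelin membrane protein, stood at -0.18. That median was -0.09 without the first naive array at 2 h and -0.11 without the third saline array at 8 h. Heat shock genes (median 0.07) lost their call with an estimated correlation (adjusted p = 0.0539). Limma called 0 probes at 2, 4 and 8 h, where 2327, 1986 and 1995 had an unadjusted p under 0.05. Leaving out any 1 of the 6 arrays moved the 1 h count, to 1 without the third saline array, to 2 without the first or the second saline array or the second or the third naive array, and to 10 without the first naive array. The averaged count fell to 1 without the second naive array at 1 h, the second saline array at 2 h or the second saline array at 4 h, and to 2 without the second naive array at 4 h, the second naive or saline array at 8 h or the third saline array at 2 h. It was 0 for z-scores within each chip and 1 from the compared groups alone.

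Imipramine, which blocks serotonin and noradrenaline reuptake, was compared with saline at 10 mg/kg. No chip held imipramine and saline arrays of the same time, so differences at single times lie between chips. Immediate early genes stood lower, most clearly on the average over times. There 25 of 34 had negative differences, with a median of -0.10 (camera adjusted p = 1.64e-07, 0.0336 with an estimated correlation and 0.0506 by fry, a rotation test), and 1 passed when adjusted over the list alone. That gene was Npas4, an activity-dependent transcription factor, at -0.42 ± 0.09 (adjusted p = 0.276 over all probes, above saline in 2 of 12 arrays). At 1 h the list's median was -0.14, with Arc at -1.16 ± 0.30 and Npas4 at -0.77 ± 0.20, but its call was lost with an estimated correlation (adjusted p = 0.122). The average does not stand for 8 h, where the median was 0.07 with 23 of 34 positive (camera adjusted p = 0.152), 0.12 without the first imipramine array, and -0.01 or -0.02 without the third imipramine or saline array. Glucocorticoid-responsive genes had a median of 0.00 on the average over times (camera adjusted p = 0.902). Choroid plexus markers stood at -0.12 on the average over times, and medium spiny neuron markers at -0.07 with 1 of 14 positive (camera adjusted p = 0.00946 and 0.00206, 0.461 and 0.389 with an estimated correlation). These medians were -0.08 without the third saline array at 4 h, and -0.03 without the third imipramine array at 2 h or -0.05 without the first at 4 h. At single times choroid plexus markers stood at -0.34 at 2 h and -0.26 at 4 h, and medium spiny neuron markers at -0.15 at 8 h (adjusted p = 0.506, 0.524 and 0.487 with an estimated correlation). Without the third saline array of their time the choroid plexus values were -0.13 and -0.10, and without the first imipramine array -0.22 and -0.17. The 8 h value was -0.08 without the first imipramine or the second saline array. No probe passed: limma called 0 at 1, 2, 4 and 8 h and on the average, with 1847, 1554, 1647, 1680 and 2148 at an unadjusted p under 0.05, and the per-probe test of the study's methods with the same adjustment called 0 at 1, 2 and 4 h and 1 at 8 h. The genes with the smallest p were Serpina1b at 8 h (0.76, adjusted p = 0.656), Ctdspl2 at 4 h (0.47, 0.703) and Cgnl1 at 4 h (-0.45, 0.703), above saline in 3, 3 and 0 of 3 arrays.

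Fluoxetine was compared with saline at 20 mg/kg. Glucocorticoid-responsive genes and genes of PPAR signalling and fatty acid oxidation were higher as groups on the average over times. Of the former, 21 of 25 had positive differences, with a median of 0.14 (adjusted p = 0.034 with an estimated correlation), and 8 passed when adjusted over the list alone. At 8 h their median was 0.00, with 12 of 25 positive (camera adjusted p = 0.896), so the average does not stand for that time. Of the latter, 10 of 15 were positive, with a median of 0.06 (0.0336). Plin4, a member of both lists, stood at 0.65 ± 0.13 on the average and at 1.39 ± 0.28 at 4 h (adjusted p = 0.384 and 0.380 over all probes, above saline in 10 of 12 and 3 of 3 arrays). Errfi1, an inhibitor of the EGF receptor, stood at 0.21 and Sgk1, a kinase induced by glucocorticoids, at 0.34. By fry, none of these group shifts passed (adjusted p = 0.0579 and 0.0536). Immediate early genes had a median of 0.04 (0.236 with an estimated correlation), with Egr2 at 0.46 ± 0.10 on the average (adjusted p = 0.575, above saline in 11 of 12 arrays). Endothelial markers stood at -0.07 on the average, and choroid plexus markers at 0.27 at 1 h and -0.19 at 4 h (0.354, 0.527 and 0.545 with an estimated correlation). The endothelial value was -0.03 without the third fluoxetine array at 4 h and -0.04 without the third saline array at 1 h. The choroid plexus values were -0.02 at 1 h without the second fluoxetine array, and -0.32 and -0.13 at 4 h without the second and the third saline array. Limma called 0 probes at 1, 2, 4 and 8 h and on the average, with 1992, 1598, 1886, 1600 and 1852 at an unadjusted p under 0.05, and the per-probe test of the study's methods also called 0 at each time. Tubb5, a tubulin, at 2 h (0.59, adjusted p = 0.236) and Hoxc11 at 1 h (0.50, 0.337) had the smallest p next to Plin4, each above saline in 3 of 3 arrays.

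Tianeptine gave the clearest change of the 3 drugs against saline. On the average over times it raised Fosl2 (0.39 ± 0.07, adjusted p = 0.0341, higher in 12 of 12 tianeptine arrays), the chaperone genes Hspa1a (0.49, 0.0341, 11 of 12) and Dnajb1 (0.30, 0.0341, 11 of 12), and Fkbp5, a co-chaperone induced by glucocorticoids (0.27, 0.0341, 9 of 12). Cdkn1a by 1 of its probes (0.44, 0.0341, 12 of 12; 0.38 by a brighter one, 0.199), Plin4 (0.69, 0.0361, 11 of 12), Errfi1 (0.29, 0.0376, 12 of 12), Shisa2, a modulator of Wnt and FGF signalling (0.31, 0.0376, 11 of 12), Olfr452 and 1 unnamed probe rose as well. The probe of Olfr452 and the unnamed probe were dim, with mean signals of 7.22 and 7.13 against the common median of 7.57. Whether their signal exceeded background is unknown. Clmn (-0.24, 0.0376) and Cdk10, a cyclin-dependent kinase (-0.39, 0.0485), fell by 1 probe each, with 0 of 12 arrays above saline. Other probes gave -0.13 (brighter, 0.882) and 0.04 (0.999) for Clmn and -0.06 and -0.03 (0.988 and 0.999) for Cdk10. Dimmer probes of Fosl2, Hspa1a and Shisa2 did not pass either, with differences of 0.01 to 0.12. As groups, 24 of 25 glucocorticoid-responsive genes (median 0.22, 17 passed when adjusted over the list alone), 29 of 34 immediate early genes (0.10, 11 passed) and 17 of 19 heat shock genes (0.08, 6 passed) had positive differences. Their calls held with an estimated correlation (adjusted p = 0.00157, 0.00153 and 0.00252), as did those of the PPAR genes (0.08, p = 0.00417) and of the MAP kinase phosphatases (0.10, p = 0.00157). The latter lists share genes with the glucocorticoid-responsive and the immediate early list, so these calls are not separate evidence. At 8 h the medians of the glucocorticoid-responsive and immediate early genes were 0.03 and 0.03 (camera adjusted p = 0.169 and 0.658). Cortical neuron, astrocyte and endothelial markers had medians of 0.02, -0.01 and -0.02 in the same comparison. Microglia markers had -0.05, with 2 of 12 positive (camera adjusted p = 0.0249, 0.264 with an estimated correlation), and -0.03 without the first saline array at 1 h or the third at 2 h.

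No chip held tianeptine and saline arrays of the same time, so their differences at single times lie between chips. At single times, limma called 2 probes 2 h after tianeptine, Tubb5 (0.67, adjusted p = 0.0339, above saline in 3 of 3 arrays) and the collagen gene Col2a1 (-0.53, 0.0431, above in 0 of 3). Both probes were near the median signal, and the per-probe test of the study's methods called neither. A far brighter probe of Tubb5 stood at 0.00 (adjusted p = 1), and the other probes of Col2a1 at 0.04 and -0.14 (1 for each). On the only chip with saline and naive arrays of 2 h, the called Tubb5 probe was itself lower in saline, at -0.62. The immediate early genes had a median of 0.20 at 2 h with 30 of 34 positive (adjusted p = 0.0111 with an estimated correlation), and 9 passed when adjusted over the list alone. Among them Arc stood at 1.25 ± 0.30, Fos at 0.97 ± 0.23, Npas4 at 0.73 ± 0.20 and Egr2 at 0.74 ± 0.22, each above saline in 3 of 3 arrays, with adjusted p = 0.461, 0.461, 0.824 and 1 over all probes. The glucocorticoid-responsive genes had medians of 0.31 at 1 h and 0.30 at 2 h, but these calls were lost with an estimated correlation (adjusted p = 0.122 for each). Choroid plexus markers stood at 0.55 at 1 h, -0.35 at 2 h and -0.27 at 4 h, with no call left under an estimated correlation (adjusted p = 0.122, 0.419 and 0.409). The 1 h value was 0.11 without the third tianeptine array and 0.82 without the first. The 2 h value was -0.19 without the third saline array, and the 4 h value -0.17 without the third saline array and -0.43 without the second. Limma called 0 probes at 1, 4 and 8 h, with 2022, 1748 and 1895 at an unadjusted p under 0.05. Leaving out 1 array moved the 2 h count to 0 or 1 in each case, and 19 of 24 omissions moved the averaged count by over 1.5 times, to 0 without the first saline array at 1 or 4 h, the third saline array at 8 h, the third tianeptine array at 1 h or the first tianeptine array at 4 h. With no block for chip the averaged count was 0, and with chip as a fixed block it was 21. For z-scores within each chip and from the compared groups alone, 0 probes passed at 2 h and on the average.

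**Figure D1:**
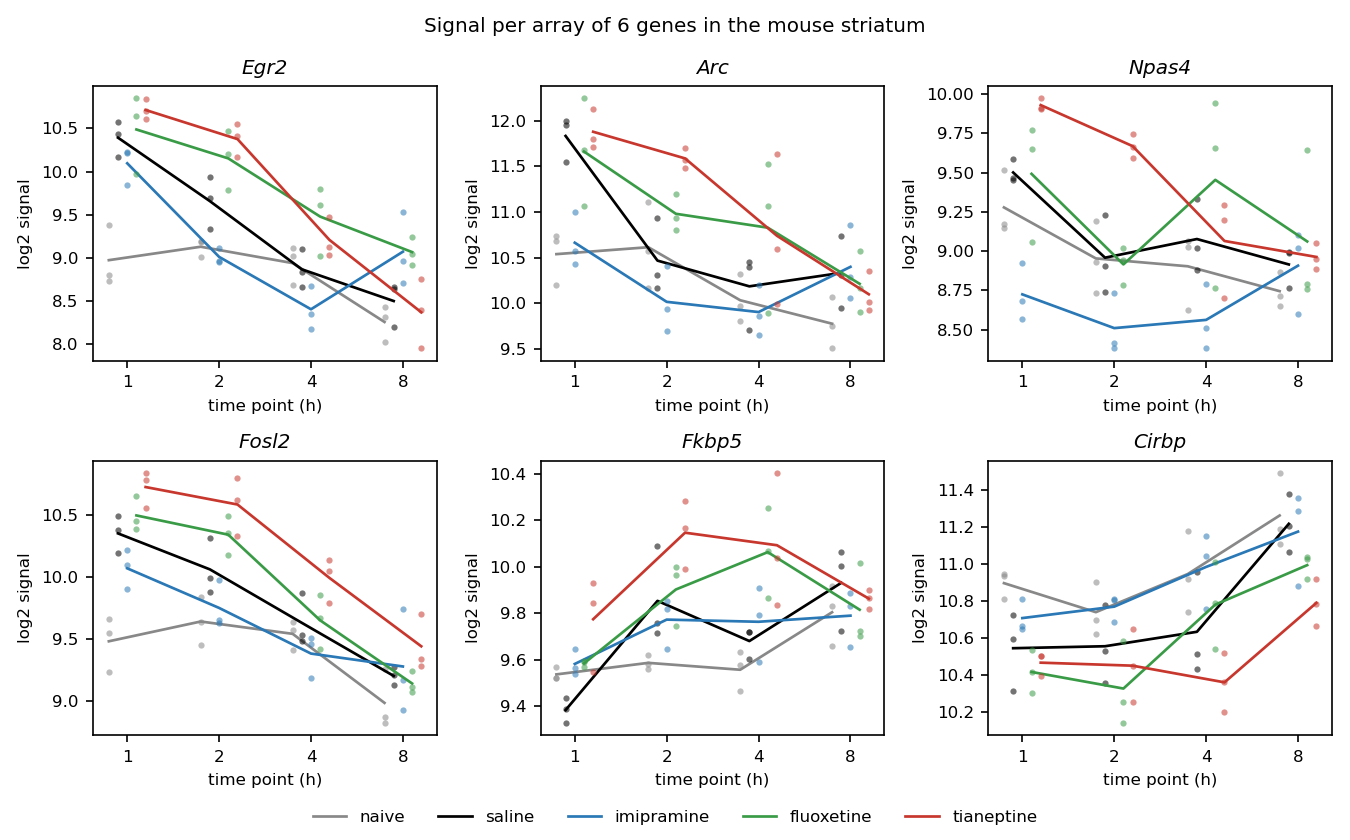
Normalised log2 signal of 6 genes against time point in hours in the 5 conditions, where points are arrays and lines join group means of 3 arrays. Naive mice were not injected. Egr2 was 1.40 log2 units higher in saline than in naive mice at 1 h, and Cirbp was 0.48 higher at 8 h than at 1 h over all conditions.

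The drugs were then compared with each other, at unequal doses where imipramine was involved (10 against 20 mg/kg). The study based its doses on the literature and chose them so that effects could be reasonably compared. Whether doses equal or unequal in mg/kg were equal in strength was not tested. Tianeptine exceeded imipramine for immediate early genes at 1 and 2 h. Npas4 was higher by 1.18 at 1 h (95% interval 0.80 to 1.56, adjusted p = 0.00453), and at 2 h the differences were 1.43 for Egr2 (1.00 to 1.85, 0.000733), 1.66 for Arc (1.07 to 2.25, 0.00493), 1.19 for Npas4 (0.81 to 1.57, 0.00118) and 1.09 for Fos (0.65 to 1.53, 0.0341), each higher in 3 of 3 arrays. At 4 h Cirbp was lower by -0.69 (-0.95 to -0.43, adjusted p = 0.0393), in 3 of 3 arrays. These single-time calls depend on the setting. For z-scores within each chip 0 probes passed at 1, 2 and 4 h. From the compared groups alone 0 passed at 1 and 4 h and 3 at 2 h, and without a chip block 0 passed at 4 h. Averaged over times, 34 probes were higher and 18 lower, 52 in all, which named 45 genes. The count depends on the setting, with 116 for chip as a fixed block, 19 without a chip block, 8 from the compared groups alone, 1 for z-scores within each chip and 171 among brighter probes. Fosl2 (0.57, adjusted p = 3.8e-06, 12 of 12 arrays), Npas4 (0.71, 8.53e-06, 11 of 12), Dusp4 (0.29, 0.00987, 11 of 12), Hspa1a (0.46, 0.00987, 10 of 12) and Fkbp5 (0.24, 0.0344, 11 of 12) were higher. Cirbp (-0.40, 4.44e-04, 0 of 12), the potassium channel gene Kcnd1 (-0.27, 0.0206, 2 of 12) and Pllp, a myelin protein (-0.22, 0.0343, 1 of 12), were lower. These genes were chosen after their values were seen. Dimmer probes of Fosl2, Npas4, Dusp4, Hspa1a and Kcnd1 did not pass on the average, with differences of -0.04 to 0.16. Of the immediate early genes 31 of 34 had positive differences (median 0.19, adjusted p = 2.18e-06 with an estimated correlation), and 20 passed when adjusted over the list alone; glucocorticoid-responsive (0.22, p = 0.00202), heat shock (0.16, p = 3.65e-04) and MAP kinase phosphatase genes (0.19, p = 4.64e-04) also kept their calls. At 1, 2 and 4 h the medians of the immediate early genes were 0.20, 0.29 and 0.19 (adjusted p = 6.13e-04, 1.91e-04 and 0.0111 with an estimated correlation), but at 8 h the median was 0.00 with 17 of 34 positive (0.904). The average thus does not stand for 8 h. Choroid plexus markers stood 0.17 higher after tianeptine (0.426 with an estimated correlation), but 0.03 without the third tianeptine array at 1 h. Oligodendrocyte markers stood at -0.04 (camera adjusted p = 0.0115, 0.105 with an estimated correlation), with 3 of 13 lower when adjusted over the list alone. That median was -0.02 without the second imipramine array at 8 h, and -0.03 without the first imipramine or the second tianeptine array at 2 h. Counts at 1, 2, 4 and 8 h were 1, 18, 2 and 0 (2233 at an unadjusted p under 0.05 at 8 h). Leaving out 1 array gave 4 to 14 at 2 h, the lowest without the second imipramine array, and 27 to 86 on the average, the lowest without the first tianeptine array at 4 h or the first imipramine array at 8 h and the highest without the third imipramine array at 8 h. At 1 h it gave 0 without the first or the third imipramine array or the first tianeptine array. At 4 h it gave 0 without the second imipramine or tianeptine array, 1 without the first tianeptine array and 8 without the third tianeptine array.

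**Figure D2:**
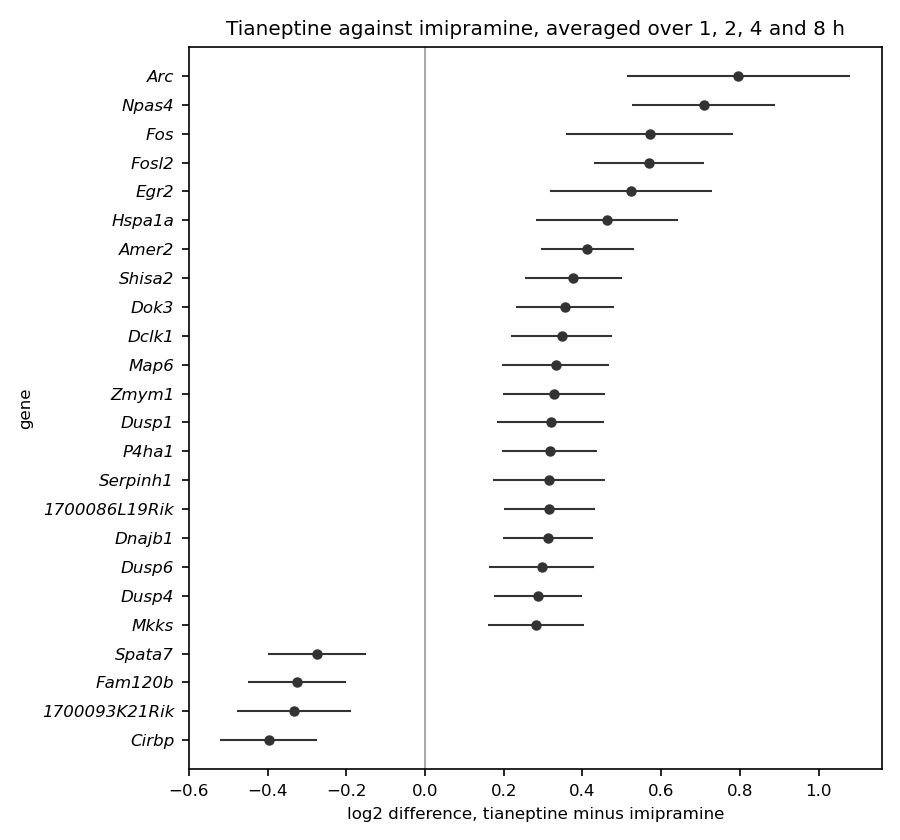
Differences in log2 signal between tianeptine and imipramine, averaged over the 4 times, for the 24 named genes with the largest differences among the 52 probes that passed, with bars for 95% confidence intervals. Fosl2 and Npas4 lie at 0.57 and 0.71, and Cirbp lies at -0.40.

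Fluoxetine exceeded imipramine for Amer2, a Wnt pathway regulator, at 2 h (0.78, 95% interval 0.53 to 1.03, adjusted p = 0.00269) and for Egr2 at 2 h (1.16, 0.73 to 1.58, 0.0339), each in 3 of 3 arrays. A far brighter probe of Amer2 stood at 0.46 (0.697) and a dimmer one at 0.02 (1). On the average, Egr2 (0.67, 0.46 to 0.87, adjusted p = 0.00145, 9 of 12 arrays) and Npas4 (0.56, 0.38 to 0.74, 0.00302, 10 of 12) passed, while a dimmer probe of Npas4 stood at 0.01 (1). For z-scores within each chip and from the compared groups alone, 0 probes passed at 2 h and on the average. Immediate early genes had a median of 0.10 (adjusted p = 4.64e-04 with an estimated correlation) and glucocorticoid-responsive genes of 0.14 (0.0437). At 8 h the immediate early genes had a median of 0.02 (camera adjusted p = 0.830), so the average does not stand for that time. Camera with the preset correlation also called marker lists, with medium spiny neuron markers at 0.06 (13 of 14 positive), blood cell markers at 0.15 (6 of 6), endothelial markers at -0.05 and oligodendrocyte markers at -0.03 (adjusted p = 0.00522, 0.0118, 0.00522 and 0.0177). None kept its call with an estimated correlation (0.386, 0.270, 0.196 and 0.141). Medium spiny neuron markers stood at 0.04 without the third imipramine array at 2 h. Endothelial markers ranged from -0.09 without the first to -0.03 without the third fluoxetine array at 2 h. Oligodendrocyte markers ranged from -0.07 without the third imipramine array at 1 h to -0.01 without the second at 8 h. Limma called 0 probes at 1, 4 and 8 h, with 1760, 1776 and 2312 at an unadjusted p under 0.05. Leaving out 1 array left 1 probe at 2 h in 4 of 6 cases, among them the second fluoxetine array, and gave 6 on the average without the third imipramine array at 8 h. Tianeptine and fluoxetine, given at the same dose, differed for 0 probes at each time and on the average, with 1808, 1940, 1865, 1768 and 2181 at an unadjusted p under 0.05. As groups, immediate early genes (median 0.07, adjusted p = 0.0321), heat shock genes (0.08, 0.0321) and MAP kinase phosphatases (0.08, 0.0437) were higher after tianeptine with an estimated correlation. The phosphatase list shares genes with the immediate early list, so its call is not separate evidence. At 8 h the immediate early genes had a median of 0.00 (camera adjusted p = 0.765). The averaged difference of tianeptine from fluoxetine was 0.30 for Fosl2 (95% interval 0.16 to 0.44, adjusted p = 0.560, higher in 11 of 12 arrays), 0.15 for Npas4 (-0.03 to 0.33, 1, 6 of 12) and -0.14 for Egr2 (-0.35 to 0.06, 1, 6 of 12), none past the threshold.

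**Figure D3:**
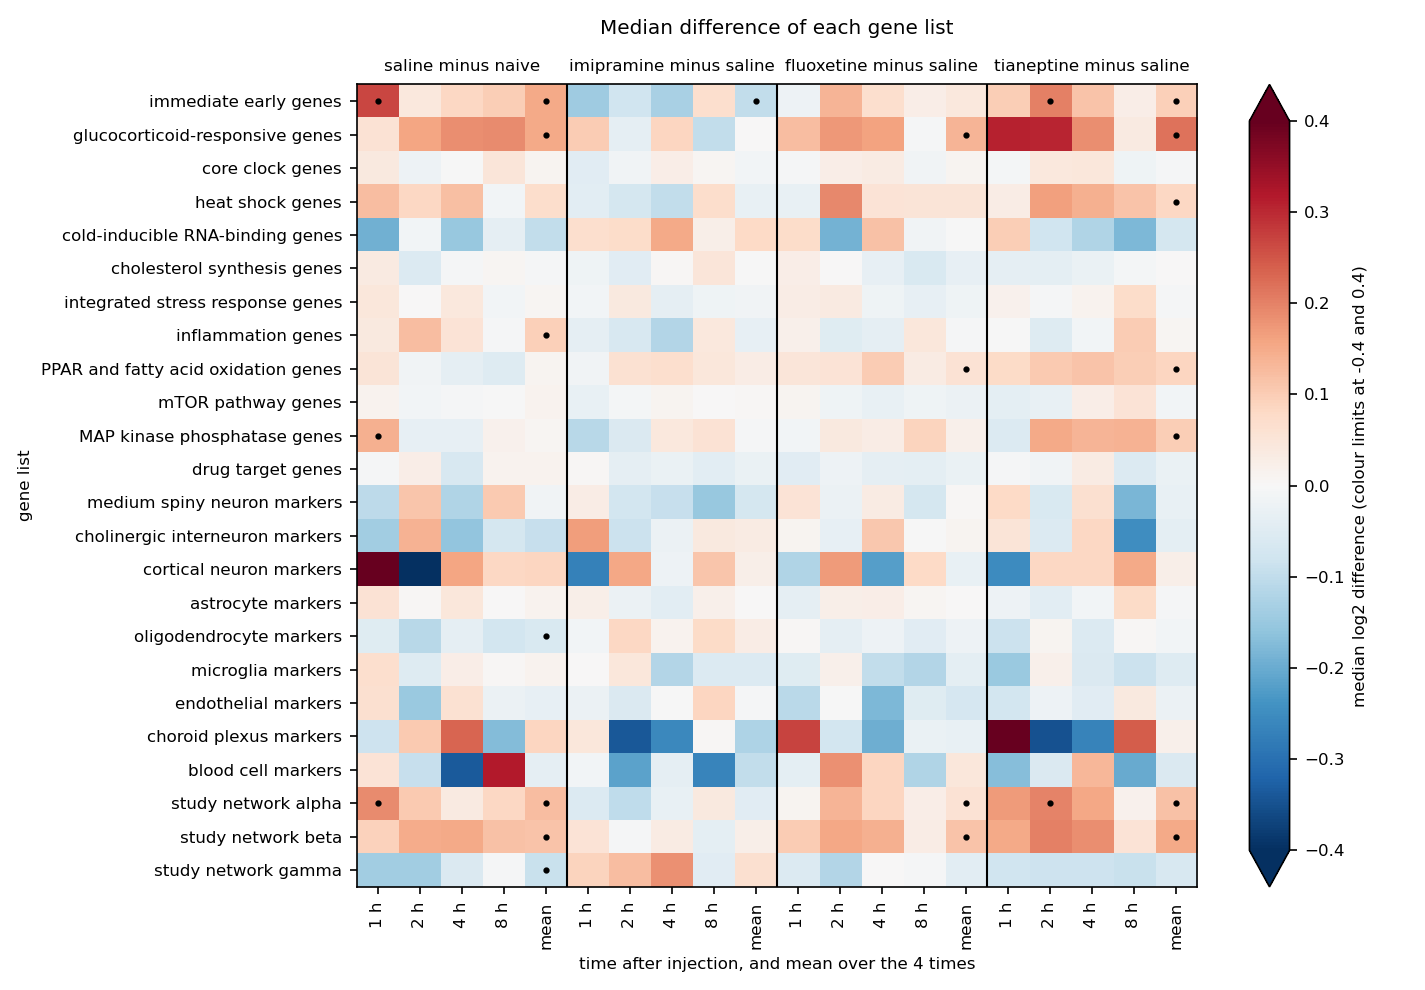
Median log2 difference of each of 24 gene lists in 20 comparisons, in colour from -0.4 to 0.4, with the 24 dots marking an adjusted p under 0.05 with an estimated correlation. Immediate early genes stand at 0.27 for saline against naive at 1 h and at -0.10 for imipramine against saline on the average.

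The study's 3 drug-responsive networks were also tested, which is not independent evidence because the study built them on samples that include these. Network α, rich in immediate early genes, had a median of 0.12 after tianeptine and -0.04 after imipramine on the average over times (adjusted p = 8.95e-05 and 0.308 with an estimated correlation). Of its 105 probes, 41 passed after tianeptine when adjusted over the list alone and 3 when adjusted over all probes. Network β, which shares 13 genes with the glucocorticoid-responsive list, had medians of 0.15 after tianeptine and 0.11 after fluoxetine (0.00417 and 0.0336), and α had 0.06 after fluoxetine (0.034). By fry both fluoxetine calls were lost (adjusted p = 0.0576 for β and 0.0579 for α). Network γ, which contains Cirbp, stood at -0.07 after tianeptine and 0.06 after imipramine (0.0977 and 0.112), and differed between them by a median of -0.15, with 1 of 27 probes positive (0.00125). In the saline mice, α and β stood at 0.12 above naive and γ at -0.09 (1.53e-04, 0.0174 and 0.044).

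Across the 45281 probes, the averaged drug differences from saline correlated at r = 0.444 between imipramine and fluoxetine, 0.365 between imipramine and tianeptine and 0.509 between fluoxetine and tianeptine (Spearman's rho = 0.421, 0.364 and 0.485). Probes are not independent replicates, and the shared saline arrays raise these values. Simulations with no drug effect and the same shared arrays averaged 0.488, 0.501 and 0.497, with central 95% ranges of 0.335 to 0.670, 0.315 to 0.647 and 0.314 to 0.626, and no correlation lay outside its range. With the second drug set against naive mice, which leaves no shared array, the correlations were -0.107, -0.132 and 0.0919. These also lay inside the ranges simulated with no effect, -0.223 to 0.208, -0.197 to 0.198 and -0.151 to 0.184. The second drug's difference then also holds the effect of injection, so these correlations do not measure the likeness of the drugs alone.

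Change over the 4 times was tested across all conditions and in naive mice alone. In injected mice the hours after injection and the time of day run together, so the former test does not separate them. The circadian regulator Ciart rose by 1.07 log2 units between 1 and 8 h over all conditions (adjusted p = 1.35e-19) and Dbp, an output gene of the clock, by 0.76 (7.92e-17), whereas Egr2 fell by 1.48 (2.28e-17), Fos by 1.22 (1.3e-13) and Fosl2 by 1.02 (1.04e-17). In all, 659 probes changed with time, of which 295 stood higher and 364 lower at 8 h than at 1 h. This count was lower without a chip block and by a plain analysis of variance. With chip as a fixed block, for z-scores within each chip and among brighter probes it was higher. The counts are given below. In naive mice, 4 probes passed between 8 and 1 h, 3 of them probes of Ciart with rises of 1.25, 1.15 and 0.83, each in 3 of 3 arrays, and the unnamed probe ILMN_2486012, which fell by 1.20. From the compared groups alone 2 probes passed between 8 and 1 h, and for z-scores within each chip 0 passed. Core clock genes had a median rise of 0.15 with 14 of 17 positive (adjusted p = 0.0222 with an estimated correlation), and 4 higher and 1 lower passed when adjusted over the list alone. Dbp stood at 0.50, Nr1d1, a repressor of the clock, at 0.50, and Arntl, its activator, at -0.76. Immediate early genes also stood lower at 8 h than at 1 h in the naive mice. Their median was -0.13 with 7 of 34 positive (camera adjusted p = 8.8e-06), and 5 lower passed when adjusted over the list alone. That call was lost with an estimated correlation (adjusted p = 0.201). The fall of these genes over all conditions thus cannot be ascribed to injection alone. Limma called 0 probes between 2 or 4 h and 1 h, with 2261 and 1681 at an unadjusted p under 0.05. The test of whether condition and time interact called 1 probe, Egr2 (adjusted p = 0.0011, with 1852 probes at an unadjusted p under 0.05). For z-scores within each chip and by a plain 2-way analysis of variance it called 0. Whether the effect of a drug differed between times was tested for each drug, and limma called 0 probes for imipramine, fluoxetine and tianeptine (1462, 1591 and 1592 at an unadjusted p under 0.05).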

Values the study reported

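Over all of its drugs and times in the striatum, the study reported 317 transcripts that responded to drug after Bonferroni correction, which stood for 278 unique genes. At a false discovery rate of 5% it counted 872 probes. It described 3 networks of drug-responsive transcripts, α with 105 transcripts, β with 43 and γ with 27.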

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

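The chip and cortical tests of the immediate early genes and both tests of the glucocorticoid-responsive genes were chosen after the data were seen, and written down after their results were seen.

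The effect of condition on Egr2 differed between times by the test of the interaction itself (adjusted p = 0.0011, 1 of 45281 probes), but 0 probes were called for z-scores within each chip and by a plain 2-way analysis of variance. Averages of Egr2 over times therefore need not stand for each time. Tianeptine and imipramine, given at unequal doses, differed for 52 probes on the average over times. Fluoxetine and imipramine, also at unequal doses, differed for 2 probes, Egr2 and Npas4.

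Immediate early genes were higher after tianeptine than after imipramine on the average over times, by a mean of 0.225 ± 0.030 log2 units over the 34 genes. No shift passed at 8 h, where the mean was -0.06 (adjusted p = 0.904 with an estimated correlation). If cortex in the dissection were the cause, the shift would shrink with the cortical marker score of each array as a covariate, but it was 0.223 ± 0.030. If chips were the cause, it would shrink with chip as a fixed block, but it was 0.222 ± 0.030. Both argue against these explanations as the whole cause. The unequal doses of imipramine and tianeptine were not tested and stay open, as does a difference between the drugs themselves, which remains a hypothesis.

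Glucocorticoid-responsive genes were higher after tianeptine than after saline on the average over times, by a mean of 0.226 ± 0.050 over the 25 genes. The times did not contribute alike. At 1 h the list's scores were 0.194, 0.132 and 0.106 in tianeptine replicates 1, 2 and 3, against -0.114, -0.166 and -0.122 in saline. At 4 h they were 0.489, -0.031 and -0.118, against -0.005, -0.14 and -0.182. The difference at 4 h thus rests mainly on tianeptine replicate 1. Several of the 25 genes are expressed by astrocytes and endothelial cells. The mean difference of the markers of these cells was -0.01 ± 0.021, which argues against more RNA from them. With the choroid plexus and cortical marker scores as covariates the shift was 0.221 ± 0.050, which argues against those tissues in the dissection. A response of stress hormones to the drug may account for the shift, but hormone levels were not measured and this was not tested.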

How the results depend on the processing

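The marker covariates, the leave-one-out of the correlations and of the marker medians, and the lists on averages and between drugs were added after the data were seen; the other alternatives were fixed before. For the named genes, 1939 of 2245 values under the other settings kept their direction and side of the threshold, 265 lost their call, 41 gained one and 0 reversed; with 1 array left out 2353 of 2700 were kept and 347 lost their call. Of 1495 list shifts 1169 were kept and 326 lost their call. An offset of 16 changed no count listed here. Detection values were not used here, so the limit that signal over background sets is unknown. Except where the construction shows it (fewer probes tested, fewer arrays in the fit), the cause of the changes below was not tested.

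In what follows, a drug alone stands for that drug against saline, saline for saline against naive, and average for the mean over the 4 times. The unadjusted per-probe test of the study's methods gave 1678, 1460, 2028 and 1694 probes for imipramine at 1, 2, 4 and 8 h, 1707, 1291, 1489 and 1849 for fluoxetine and 1783, 1549, 1664 and 1689 for tianeptine; after Benjamini-Hochberg adjustment it gave 1 for imipramine at 8 h and 0 for tianeptine at 2 h. The selection score as computed here, with the scale of its terms left open by the printed formula, exceeded 10 for nearly all probes, 43075, 42813, 43295 and 42753 for imipramine, 43208, 42523, 42843 and 43179 for fluoxetine and 43244, 42640, 42663 and 42689 for tianeptine. These counts cannot be those of the study's own score and say nothing about its selection. A plain 2-way analysis of variance gave 12 probes for condition, 0 for the interaction and 63 for time after Bonferroni, and 31, 0 and 278 after Benjamini-Hochberg adjustment. Condition without naive mice gave 22.

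With naive mice as the control, fluoxetine gave 4, 4 and 2 probes at 1, 2 and 4 h and 29 on the average, tianeptine 26, 44, 2 and 1 at 1, 2, 4 and 8 h and 304 on the average, and imipramine 1 on the average. Naive mice were not injected, so that these counts hold the effect of injection as well. With saline and naive mice together, fluoxetine gave 1 and 2 at 2 and 4 h and 8 on the average, and tianeptine 8, 15 and 1 at 1, 2 and 4 h and 133 on the average.

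Subtracting the 5th percentile with an offset of 50 gave 2 and 2 for fluoxetine at 1 and 2 h, 0 for the tianeptine average, 2 and 1 for saline at 1 and 2 h, 1 for the saline average, 9, 0 and 34 for tianeptine against imipramine at 2 h, 4 h and on the average, and 1 for fluoxetine against imipramine at 2 h. Scaling to the 75th percentile gave 1 for fluoxetine at 4 h, 0 for tianeptine at 2 h and 1 for the fluoxetine average; lists were 8, 9 and 7 for imipramine at 1, 2 and 4 h, 2 for fluoxetine at 8 h, 8 for tianeptine at 1 h, 13 for naive mice at 2 h and 8 for the imipramine average. Cyclic loess gave 1 for tianeptine at 2 h, 2 for saline at 1 h, 1 for tianeptine against imipramine at 4 h and 1 for fluoxetine against imipramine at 2 h. The series matrix gave 1 for tianeptine at 2 h. Probes above the median signal gave 1 for fluoxetine at 4 h, 0 for tianeptine at 2 h, 19 for its average, 9 for saline at 1 h, 12 for its average, 1 for tianeptine against fluoxetine at 1 h, 2, 38, 7 and 171 for tianeptine against imipramine at 1, 2, 4 h and on the average, 322 for condition and 1227 for time, and a correlation of 0.274 (rho 0.273) between imipramine and tianeptine. An intensity trend in the variance gave 1 for tianeptine at 2 h, 3 for saline at 1 h, and 1 and 34 for tianeptine against imipramine at 4 h and on the average.

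Chip as a fixed block gave 1 for fluoxetine at 4 h and 1 for its average, 21 for the tianeptine average, 13 for the saline average, 2 and 116 for tianeptine against imipramine at 1 h and on the average, 1 for fluoxetine against imipramine at 2 h, 232 for condition and 992 for time; lists were 5, 7, 2 and 5 for imipramine at 1, 2, 4 and 8 h, 4 for fluoxetine at 8 h, 8 for tianeptine at 1 h, and 2 and 5 for naive mice at 2 and 4 h. With no chip block they were 0 for the tianeptine average, 2 for saline at 1 h and 0 for its average, 6, 0 and 19 for tianeptine against imipramine at 2 h, 4 h and on the average, 1 for fluoxetine against imipramine at 2 h, 38 for condition, 301 for time and 1 list for imipramine at 1 h. A z-score within each chip gave 0 for tianeptine at 2 h and on the average, for saline at 1 h and on the average, for naive mice at 8 h, for tianeptine against imipramine at 1, 2 and 4 h, for fluoxetine against imipramine at 2 h and on the average, for the interaction and for time in naive mice, 1 for the average of tianeptine against imipramine, 38 for condition and 993 for time. A replicate block with the random chip block gave 3 for saline at 1 h. A replicate block with no chip block gave 0 for the tianeptine average, 2 and 0 for saline at 1 h and on the average, 10, 0 and 22 for tianeptine against imipramine at 2 h, 4 h and on the average, 1 and 1 for fluoxetine against imipramine at 2 h and on the average, 61 for condition and 410 for time. Fitting the compared groups alone, with fewer arrays for the spread and no chip block, gave 0 for tianeptine at 2 h and on the average, 0 for saline at 1 h, 1 for its average, 2 for naive mice at 8 h, 0, 3, 0 and 8 for tianeptine against imipramine at 1, 2, 4 h and on the average, and 0 for fluoxetine against imipramine at 2 h and on the average. With the cortical and choroid plexus scores as covariates, saline gave 2 at 1 h and 8 on the average, fluoxetine against imipramine 5 at 2 h, and lists were 5 for imipramine at 1 h, 4 for fluoxetine at 4 h, 5 for tianeptine at 8 h and 1 for naive mice at 2 h.

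Camera with an estimated correlation called 0 lists for imipramine at 1, 2, 4 and 8 h, for fluoxetine at 1, 2 and 4 h, for tianeptine at 1, 4 and 8 h, for saline at 2, 4 and 8 h and for naive mice at 2 and 4 h, 2 for tianeptine at 2 h, 3 for saline at 1 h, 1 for naive mice at 8 h, and on averages 1 for imipramine, 4 for fluoxetine, 4 for tianeptine against fluoxetine, 7 for tianeptine against imipramine and 6 for fluoxetine against imipramine. Fry gave the same counts in these single-time comparisons, and on averages it called 0 for imipramine, 0 for fluoxetine, 4 for tianeptine against fluoxetine and 6 for fluoxetine against imipramine. With the second drug against naive mice, the correlations changed sign for imipramine with fluoxetine (-0.107, rho -0.0982) and with tianeptine (-0.132, rho -0.108), and were 0.0919 (rho 0.0666) for fluoxetine with tianeptine. This removes the shared saline arrays but adds the effect of injection to the second drug's difference. All 3 correlations lay inside the ranges simulated with no effect, -0.223 to 0.208, -0.197 to 0.198 and -0.151 to 0.184. Leaving out 1 array kept all 216 values of the correlations.

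Leaving out 1 array at a time moved the tianeptine average between 0, without the first saline array at 4 h, and 13, without the second saline array at 8 h, and tianeptine at 2 h between 0, without the first saline array, and 1, without the second tianeptine array. Saline at 1 h moved between 1, without the third saline array, and 10, without the first naive array, and its average between 1, without the second naive array at 1 h, and 6, without the first naive array at 2 h. Tianeptine against imipramine moved between 0, without the third imipramine array, and 1 at 1 h, between 4, without the second imipramine array, and 14, without the second tianeptine array, at 2 h, between 0, without the second imipramine array, and 8, without the third tianeptine array, at 4 h, and between 27, without the first tianeptine array at 4 h, and 86, without the third imipramine array at 8 h, on the average. Fluoxetine against imipramine moved between 1, without the second fluoxetine array, and 2 at 2 h, and between 2 and 6, without the third imipramine array at 8 h, on the average. Counts of 0 reached 1 for fluoxetine at 8 h without the third saline array, tianeptine at 1 and 8 h without its second array, saline at 4 h without its second array, tianeptine against fluoxetine at 1 h without the second fluoxetine array and on the average without the second tianeptine array at 1 h or the first or the third fluoxetine array at 4 h, fluoxetine against imipramine at 1 h without the third fluoxetine array, and tianeptine by time without the first saline array at 1 h, the third tianeptine array at 1 h or the third saline array at 2 h; fluoxetine against imipramine at 4 h reached 3 without the third fluoxetine array. Condition moved between 91, without the first tianeptine array at 4 h, and 177, without the third, the interaction between 1 and 2, without the first imipramine array at 8 h, and time between 511 and 699. Lists moved for imipramine between 1 and 4 at 1 h (lowest without the second saline array), 2 and 6 at 2 h (the third), 1 and 5 at 8 h (the second) and 4 and 9 on the average (highest without the first saline array at 2 h), for fluoxetine between 4 and 7 at 4 h (lowest without the third saline array) and 0 and 2 at 8 h (highest without the third fluoxetine array), for tianeptine between 5 and 8 at 4 h (lowest without its first array) and 3 and 10 at 8 h (the third tianeptine array), for saline between 3 and 7 at 8 h (its second), and for naive mice between 2 and 4 at 2 h and 1 and 2 at 4 h (the first array of each time).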

Other observations

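The tests of the injection hypothesis were written down before their results were seen, the counts of other splits followed a rule fixed before the data were examined but were written down as tests after their results were seen, and the lists on averages and between drugs, the covariate fits and the medians without 1 array were chosen after the data were seen.

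Several gene groups moved little or lost their calls. Cholesterol synthesis genes had medians of 0.00, -0.03 and 0.00 on the average after imipramine, fluoxetine and tianeptine (camera adjusted p = 0.809, 0.268 and 0.614), integrated stress response genes of -0.01, -0.02 and 0.00 (0.901, 0.957 and 0.467), and mTOR pathway genes of 0.01, -0.02 and -0.01 (0.864, 0.902 and 0.624). Genes for the drugs' targets had medians of -0.03, -0.03 and -0.03 (0.603, 0.544 and 0.399). Many of their probes lie near or below the common median of 7.57, among them the serotonin transporter Slc6a4 at 7.28, so values near 0 do not show that these genes stayed unchanged. The 2 cold-inducible genes had a median of -0.15 between tianeptine and imipramine, with Cirbp the member that moved (adjusted p = 0.0736 with an estimated correlation). The dopamine receptor genes Drd1 and Drd2, markers of medium spiny neurons, stood at 0.01 and -0.04 after tianeptine on the average.

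Cell type markers shifted at single times without holding a call. Blood cell markers, 6 genes, stood at -0.34 at 4 h and 0.32 at 8 h in saline against naive mice (adjusted p = 0.328 with an estimated correlation for each; 0.07 at 8 h without the second saline array), and microglia markers at -0.05 after tianeptine on the average (0.264; -0.03 without the first saline array at 1 h or the third at 2 h). Cholinergic interneuron markers stood at -0.25 at 8 h after tianeptine (0.487; -0.48 without the second and -0.04 without the third tianeptine array). Choroid plexus markers had a median correlation of 0.561 between members across arrays, the highest of the 24 lists. Of naive mice, blood cell markers at 4 h stood 0.32 above 1 h (0.48 with an estimated correlation).

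A response to the injection that the drugs strengthen or weaken was tested as a hypothesis. Across probes, the difference between tianeptine and imipramine on the average over times correlated with that between saline and naive mice at r = 0.197 (rho = 0.141), above the highest of 100 exchanges of the labels of the drug arrays within times, 0.142, whose central 95% range was -0.131 to 0.115. With chip as a fixed block r was 0.19 (highest exchange 0.139), and with the choroid plexus and cortical scores as covariates it was 0.227 (highest 0.167), which argues against both as the cause. The values are compatible with such a response, which an r inside the range of the exchanges would have spoken against. A direct effect of the drugs on the same genes would also give a positive r, so the test cannot tell these apart. The same arrays gave the pattern and the test, and probes are not independent. For fluoxetine and imipramine r was 0.131 with 1 exchange as high, and for tianeptine and fluoxetine 0.091 with 2 as high. With chip as a fixed block these were 0.129 with 1 and 0.084 with 4 as high, and with the scores as covariates 0.168 with 0 and 0.096 with 7 as high.

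Other splits of the same arrays were refitted for each count. On averages, with 100 splits within times, the real split gave more probes than any other for tianeptine against saline (12, highest other 1), tianeptine against imipramine (52, highest 2) and fluoxetine against imipramine (2, highest 1), with 1 of 100 splits as large in each case. For saline against naive 2 of 100 were as large (4, highest other 9). That highest split called more probes than the real one, and its make-up was not examined. The share of splits as large was under 0.05 for each of these 4 counts, with no adjustment for the number of counts tested. Chance is thus less likely for them but not excluded. For imipramine and fluoxetine against saline and tianeptine against fluoxetine the real count was 0 and all 100 splits gave as many (highest 1, 1 and 2). For lists, 18 of 100 splits were as large for imipramine (5 lists, highest other 11), 11 for tianeptine (9, 13) and 12 for tianeptine against fluoxetine (8, 14), so chance cannot be excluded for these counts, whereas 4 were as large for fluoxetine (8, 10), 4 for saline (9, 10), 2 for tianeptine against imipramine (12, 12) and 1 for fluoxetine against imipramine (11, 9). The F tests gave 1 of 100 for condition (139, highest other 1), condition without naive mice (22, 1), the interaction (1, 0) and time (659, 0), 2 of 100 for time in naive mice (4, 4), and 100 of 100 for each drug by time (0; highest 0, 1 and 1 for imipramine, fluoxetine and tianeptine).

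At single times the 10 splits of 3 arrays against 3 are too few for a share under 0.05. The probe counts and the highest other split were 2 and 1 for tianeptine at 2 h, 5 and 0 for saline against naive at 1 h, 4 and 0 for naive mice at 8 against 1 h, 1 and 0, 18 and 0, and 2 and 0 for tianeptine against imipramine at 1, 2 and 4 h, and 2 and 4 for fluoxetine against imipramine at 2 h, where 2 of 10 splits were as large. The other single-time counts were 0, which all 10 splits reached, with a highest other of 0 or 1, except 5 for tianeptine against fluoxetine at 1 h. For lists, adjusted within each comparison, the counts at 1, 2, 4 and 8 h were 2, 4, 4 and 3 for imipramine (highest other 2, 9, 4 and 7; 2, 7, 2 and 6 splits as large), 3, 8, 7 and 0 for fluoxetine (5, 7, 8 and 7; 6, 1, 3 and 10 splits), 5, 9, 8 and 10 for tianeptine (4, 8, 8 and 7; 1, 1, 2 and 1 splits) and 7, 9, 9 and 6 for saline (6, 7, 4 and 6; 1, 1, 1 and 2 splits). For naive mice at 2, 4 and 8 against 1 h they were 4, 1 and 8 (6, 2 and 4; 2, 4 and 1 splits). Other splits thus called up to 9 lists at single times and up to 14 on averages with the preset correlation, although other splits of 3 against 3 arrays keep part of any real difference.

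After a Bonferroni adjustment over the 45281 probes tested here, 29 differed between conditions by limma and 12 by a plain analysis of variance. The study adjusted over its own tests, so the nominal thresholds are not the same. That is lower than the count quoted from the study above, which rests on a different and larger set of arrays. At a false discovery rate of 5% the counts here were 139 and 31. These are also lower than the count quoted above.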
